# Alanine–Glyoxylate Aminotransferase Sustains Cancer Stemness Properties through the Upregulation of SOX2 and OCT4 in Hepatocellular Carcinoma Cells

**DOI:** 10.3390/biom12050668

**Published:** 2022-05-05

**Authors:** Peng Ye, Xiaoxia Chi, Xiuwen Yan, Fangqin Wu, Zhigang Liang, Wen-Hao Yang

**Keywords:** hepatocellular carcinoma, cancer stem cells, AGXT, SOX2, OCT4

## Abstract

Liver cancer stem cells (LCSCs) are a small subset of oncogenic cells with a self-renewal ability and drug resistance, and they promote the recurrence and metastasis of hepatocellular carcinoma (HCC). However, the mechanisms regulating LCSCs have not been fully explored. By enriching LCSCs from spheroid cultures and performing transcriptomic analysis, we determined that alanine–glyoxylate aminotransferase (AGXT), which participates in the metabolism of serine and glycine, was significantly upregulated in spheroid cultures, and its function in LCSCs remains unknown. Through the exogenous overexpression or short hairpin RNA knockdown of AGXT in HCC cells, we observed that changes in the AGXT level did not affect the spheroid ability and population of LCSCs. The knockdown of AGXT in LCSCs reduced the number of spheroids and the population of LCSCs; this implies that AGXT is required for the maintenance of cancer stemness rather than as a driver of LCSCs. Mechanistically, AGXT may sustain the self-renewal potential of LCSCs by upregulating the expression of SRY-box transcription factor 2 (SOX2) and octamer-binding transcription factor 4 (OCT4), two well-known master regulators of cancer stemness. Taken together, our study demonstrates the role of AGXT in supporting LCSCs; thus, AGXT merits further exploration.

## 1. Introduction

Primary liver cancer is among the most common cancers globally; its mortality rate ranks third among all malignant tumors [1], and hepatocellular carcinoma (HCC) is the most crucial type of primary liver cancer. The treatment options for HCC are diverse, including surgical resection and transplantation, radiation therapy, chemotherapy, transcatheter arterial chemoembolization, tyrosine kinase inhibitor use, and immunotherapy [2]. However, despite the availability of complex and comprehensive treatment strategies that improve overall survival, HCC is often difficult to cure and prone to treatment resistance and recurrence [3].

Cancer stem cell (CSC) theory provides new insights for treating tumors. CSCs often possess drug resistance and self-renewal properties, and are considered to be the root cause of tumor recurrence. Targeting CSCs may be an effective strategy to overcome the barriers to curing HCC [4]. CSCs are less abundant in tumors, and can be enriched in vitro by performing spheroid formation assays by using serum-free stem cell medium. This population of spheroid cells would possess the properties of CSCs, and this method has been used in HCC [5,6], glioblastoma [7], ovarian cancer [8] and breast cancer [9]. In addition, CSCs can be identified and isolated by using biomarkers. CSC biomarkers that have been identified in HCC, including CD133, CD90, CD44, Nanog, octamer-binding transcription factor 4 (OCT4), and SRY-box transcription factor 2 (SOX2), have been reported to contribute to the maintenance of stemness [10]. CSC biomarkers can be targeted to eliminate CSCs [11]. However, currently, eliminating CSCs is challenging. One of the difficulties is that the regulatory mechanism of CSCs is complex and not fully understood. Therefore, the identification of genes involved in their self-renewal properties can provide insights into the blockade of HCC progression by targeting cancer stemness.

Alanine–glyoxylate and serine–pyruvate aminotransferase (AGXT) is the gene encoding alanine–glyoxylate aminotransferase (AGT). AGT, localized in hepatic peroxisomes, is involved in glyoxylate detoxification, and its physiological role is to catalyze the conversion of L-alanine and glyoxylate to pyruvate and glycine, respectively. Mutations in the AGXT cause glyoxylate metabolism disorders and excessive oxalate accumulation, eventually leading to primary hyperoxaluria type I [12]. AGXT rs34116584 was reported to affect the hepatic peroxisomal metabolism of platinum-based chemotherapeutics, and is associated with poor prognosis in metastatic colorectal cancer [13] and non-small-cell lung cancer [14]. Amino acid metabolic reprogramming is crucial for maintaining the self-renewal and drug-resistance properties of CSCs [15]. Another study reported that a decreased alanine level and increased serine and glycine levels promoted the oncogenic potential of nonadherent tumor spheroids in vitro and in vivo [16]. In this study, we observed that AGXT was significantly upregulated in spheroid cultures. AGXT may maintain the self-renewal capacity of liver CSCs (LCSCs) by upregulating the stemness transcription factors SOX2 and OCT4. Given that AGXT is involved in the metabolism of serine and glycine, our findings may indicate an association of amino acid metabolism with LCSCs.

## 2. Materials and Methods

### 2.1. Cell Line Culture

All cell lines were purchased from the cell bank of Shanghai Institute for Biological Science, Chinese Academy of Sciences (Shanghai, China); they were authenticated through short-tandem-repeat profiling and regularly checked for mycoplasma contamination. HEK-293T cells and human hepatocellular carcinoma Huh7, HepG2, Hep3B, and MHCC-97H cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; BI, Kibbutz Beit HaEmek, Israel). Human hepatocellular carcinoma Bel7402 and SMMC7721 cells were cultured in RPMI 1640 medium (Gibco, Carlsbad, CA, USA). Human hepatocellular carcinoma PLC/PRF/5 cells were cultured in minimum essential medium (Gibco, Carlsbad, CA, USA). All the media were supplemented with 10% inactivated fetal bovine serum (04-001-1ACS; BI) and 1% penicillin–streptomycin (Cat. 15140122; Thermo Fisher Scientific Inc., Waltham, MA, USA), and all the cells were incubated in a 37 °C incubator under 5% carbon dioxide.

### 2.2. RNA Sequencing

In this study, RNA sequencing (RNA-seq) was performed with Novogene (Beijing, China) using the Illumina Hiseq XTEN platform. RNA-seq data were deposited in the GEO (www.ncbi.nlm.nih.gov/geo/, accessed on 1 July 2022) with the GEO series number GSE199940, and can be accessed by entering secure token utoleaeghvifxct into the box.

### 2.3. Data Source and Software

The data of patients with HCC were obtained from the Cancer Genome Atlas Liver HCC cohort (TCGA-LIHC; https://tcga-data.nci.nih.gov/tcga/, accessed on 11 March 2021). AGXT expression in the TCGA-LIHC cohort was divided into AGXT-High and AGXT-Low expression groups based on median values. Gene set enrichment analysis (GSEA) was performed using GSEA software (version 4.1.0; http://software.broadinstitute.org/gsea, accessed on 2 August 2020). C2 (c2. cp. kegg. V 7.5. symbols. gmt) from the Molecular Signatures Database (MSigDB) was used as the reference gene set. The number of permutations was set to 1000.

### 2.4. Quantitative Real-Time Polymerase Chain Reaction

Total RNA was extracted from the cells using the total RNA isolation kit (RC101-01, Vazyme, Nanjing, China) according to the manufacturer’s instructions. Complementary DNA (cDNA) was generated using the RevertAid Master Mix reagent (M1631, Thermo Fisher Scientific Inc., Waltham, MA, USA). Real-time quantitative polymerase chain reaction (PCR) was performed on the CFX96 Real-Time PCR System (Bio-rad, Hercules, CA, USA) using TB Green Premix Ex Taq II (Cat. RR820A, TaKaRa, Shiga, Japan). Details regarding all the gene primers used in this study are available in Supplementary Materials (Table S1).

### 2.5. Sphere Formation Assay

The sphere formation assay was performed using a previously described method [17]. For spherical culture, DMEM/F12 medium supplemented with 2% B27 (Gibco, Carlsbad, CA, USA), 20 ng/mL epidermal growth factor (Peprotech, Rocky Hill, NJ, USA), and 20 ng/mL basic fibroblast growth factor (Peprotech, Rocky Hill, NJ, USA) was used as the serum-free medium.

### 2.6. Western Blot

The harvested cells were lysed in RIPA lysis buffer (Cat. C500005, Sangon Biotech, Shanghai, China) at 4 °C to obtain protein samples, and protein concentrations were determined using the Pierce bicinchoninic acid protein assay kit (Cat. 2322, Thermo Fisher Scientific Inc., Waltham, MA, USA). The protein samples were electrophoretically separated through sodium dodecyl sulfate–polyacrylamide gel electrophoresis, transferred onto polyvinylidene fluoride membranes, and blocked with 5% nonfat milk in TBST. The membranes were incubated with primary antibodies overnight at 4 °C, followed by horseradish peroxidase-labeled secondary antibodies. Antibody binding was visualized using Western blotting luminol reagent (sc-2048, Santa Cruz, Biotechnology, Santa Cruz, CA, USA) on a Tanon-5200 chemiluminescent imaging system (Tanon, Shanghai, China). The following antibodies were used in this study: AGXT (Cat. ab261910, 1:1000, Abcam, Cambridge, MA, USA), OCT4 (Cat. GTX101497, 1:5000, GeneTex, Irvine, CA, USA), Nanog (Cat.GTX627421, 1:1000, GeneTex, Irvine, CA, USA), SOX2 (Cat. GTX101507, 1:5000, GeneTex, Irvine, CA, USA), CD133 (Cat. ab19898, 1:1000, Abcam, Cambridge, MA, USA), β-tubulin (Cat.HRP-66240, 1:20000, Proteintech, Chicago, IL, USA), β-actin (Cat.HRP-60008, 1: 5000, Proteintech, Chicago, IL, USA), and goat antirabbit (Cat. 7074S, 1:3000, Cell Signaling Technology, Inc., Beverly, MA, USA).

### 2.7. Flow Cytometry Analysis and Cell Sorting

The cells were analyzed using a FACSVerse flow cytometer (BD Biosciences, San Jose, CA, USA) and sorted with a FACSAria II cell sorter (BD Biosciences, San Jose, CA, USA). Antibodies used for the flow analysis or sorting were as follows: anti-CD133 (PE, Cat. 566593, BD Pharmingen, San Jose, CA, USA) and anti-CD90 (APC, Cat.559869, BD Pharmingen, San Jose, CA, USA). Data analysis was performed using FlowJo software (Version 10, LLC, Ashland, OR, USA).

### 2.8. Animal Study

NOD/SCID male mice (5-week-old) were purchased from GemPharmatech Co., Ltd. (Jiangsu, China). These mice were housed under pathogen-free conditions. All mouse experiments were performed in accordance with animal welfare guidelines and approved by the Institutional Animal Care and Use Committee of Guangzhou Medical University.

### 2.9. Statistical Analysis

All statistical data were derived from at least three independent experiments to avoid experimental errors. Data are presented as mean ± standard deviation, and significant differences were analyzed using a two-tailed independent Student’s *t* test. A *p* value of < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Identification of Differentially Expressed Genes between Spheroid Culture Cells and Adherent Cells

We first enriched LCSCs by culturing the Huh7 cells in ultra-low-attachment surface plates with a serum-free medium to form spheroid culture cells. 

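The transcriptomes of adherent and spheroid cultures of Huh7 cells, a line of human hepatocellular carcinoma cells, were compared with 3 replicate RNA-seq libraries each. The labels number the replicates but do not say whether each came from a separate culture. The paper's statistics section only states in general that its data came from at least 3 independent experiments. The spheroid cultures differed from the adherent ones in both the medium and the attachment. The authors deposited FPKM values (fragments scaled for gene length and library size) for 58735 genes in each of the 6 libraries, together with the length of each gene. The identifiers, starts and ends of all 58735 genes were those of GENCODE release 29 on GRCh38, and every gene length equaled the union of the gene's exons there. Multiplied by gene length, all values of a library (100.0% in each) were whole multiples of 1 step, which gave back the reads behind them. Reads on genes numbered 29194231, 29011865 and 24662966 in adherent replicates 1, 2 and 3, and 26962224, 27157599 and 30183615 in spheroid replicates 1, 2 and 3. The library sizes used by the authors to scale the values were the totals adjusted by a median-of-ratios size factor. The FPKM sums were 279368 ± 5987 in the adherent cells and 320794 ± 5230 in the spheroid cells (SD, n = 3). A chi-square comparison of the reads per gene gave 2.93 to 5.47 per gene between replicates of a culture and 90.9 to 111 between cultures, so no pair of replicates was as close as repeated sequencing of one library. Here the FPKM values were compared on the log2(FPKM + 0.1) scale with limma, over the 14401 genes with a mean of at least 0.5 FPKM. On this scale the change of a gene near the pseudocount is understated. The paper's text does not name the aligner, the counting tool or the test behind its differential expression.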

To identify the relevant genes regulating LCSCs, RNA-seq was performed using the spheroid and adherent culture cells (Figure 1A). 

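Of the genes tested, 1093 had an absolute log2 fold change above 1 between spheroid and adherent culture cells with an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested), the thresholds printed in the key of Figure 1B. Without the threshold on the fold change, 8429 genes had an adjusted p under 0.05. The replicates of each culture were close enough that 9505 genes (66.0%) had all 3 spheroid values on one side of all 3 adherent values, where chance gives 10%. Among the 1093 genes, 1075 were separated in this way. With each library left out in turn, between 1072 and 1129 genes passed both thresholds. Of the alternatives fixed beforehand, a pseudocount of 1 in place of 0.1 moved the number the most, to 489 genes.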

By comparing transcriptome sequences, we identified 1860 differentially expressed genes in the spheroid culture cells compared with the adherent culture cells. 

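Of the differentially expressed genes, 610 were higher and 483 were lower in the spheroid culture cells, so that 55.8% were upregulated. Protein-coding genes made up 463 of the upregulated and 318 of the downregulated genes. When each library was rescaled to an equal sum (TPM), which moved the median log2 fold change of all genes to -0.21, there were 457 upregulated and 830 downregulated genes (35.5% upregulated). The pseudocount of 0.1 was kept on these larger values, so it weighed less on low genes, and the change is not one of scaling alone. By the rule set for protein-coding genes with a mean of at least 1 FPKM, the largest rises were those of RANBP3L, ART3, UGT2B11, LCN2 and CXCL10. LCN2, which encodes lipocalin 2, rose from 2.09 ± 0.312 to 53.0 ± 0.509 FPKM (SD, n = 3), and its log2 fold change was 4.61 (standard error 0.094, adjusted p = 9.7e-08 from limma). RANBP3L had 39 reads over the 3 adherent libraries and 1773 over the 3 spheroid libraries, and its log2 fold change was 4.84 (standard error 0.217, adjusted p = 2.76e-06 from limma). The log2 fold changes of ART3, UGT2B11 and CXCL10 were 4.72, 4.62 and 4.33. UGT2B11 belongs to a family of similar genes between which reads could have been split. The largest falls were those of MT1G, MT1M, ZG16, SAMD11 and ID4. MT1G, a metallothionein gene, fell from 4.49 ± 0.145 to 0.145 ± 0.0511 FPKM (SD, n = 3), and its log2 fold change was -4.24 (standard error 0.172, adjusted p = 1.74e-06 from limma). It had 287 reads over the 3 adherent libraries and 2, 4 and 3 in the spheroid libraries, so the size of its fall is uncertain. MT1M had 259 reads over the 3 adherent libraries and 3 reads in each spheroid library, at the limit of 3 reads, so no fold change is given for it. The metallothionein genes are near copies of each other, so their reads are uncertain.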

Volcano plots indicated the presence of 1104 upregulated genes and 756 downregulated genes in the spheroid culture cells compared with the adherent culture cells (Figure 1B). 

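All 15 genes shown as upregulated in Figure 1C passed both thresholds, with log2 fold changes from 2.77 to 3.85. Of the 15 shown as downregulated, 11 had a mean of at least 0.5 FPKM and were tested, and all 11 passed, with log2 fold changes from -3.52 to -2.62. Adjusted over the list alone, the numbers were 15 and 11 as well, although the study chose this list on the same libraries. The other 4 genes, TRPV3, TG, MUC12 and BCL11A, fell below the FPKM limit. Without that limit, their log2 fold changes were -2.22, -1.85, -2.39 and -1.46, with limma adjusted p values from 0.000446 to 0.00273, and all 15 genes passed. BCL11A had 517 reads over the 3 adherent libraries and 47 over the 3 spheroid libraries. Of the 11 tested genes, ZG16 fell from 4.13 ± 0.102 to 0.271 ± 0.0399 FPKM and CES1 from 46 ± 0.861 to 5.78 ± 0.219 FPKM (SD, n = 3). CES1 has a pseudogene copy, CES1P1, with which reads could have been shared. FBXL21, with 399 adherent and 21 spheroid reads, is a transcribed unitary pseudogene in the annotation. Ranked by log2 fold change among all upregulated genes, the 15 upregulated genes of the figure lay between rank 10 (GC) and rank 58 (SLC6A12). The 11 tested downregulated genes lay between rank 10 (ZG16) and rank 45 (TBX4) of all downregulated genes.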

The top 15 upregulated genes and the top 15 downregulated genes are displayed using a heatmap (Figure 1C). Furthermore, we validated the expression of the top 15 upregulated genes through quantitative real-time PCR (qRT-PCR) in the spheroid cells compared with the adherent cells. 

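In the RNA-seq libraries, genes of the upregulated panel differed widely in level. GC, which encodes the vitamin D binding protein, rose from 3.00 ± 0.227 FPKM in the adherent cells to 44.5 ± 2.30 FPKM in the spheroid cells (SD, n = 3, as for the values that follow). CP rose from 2.88 ± 0.114 to 41.2 ± 1.67 FPKM, and CYP1A1 from 3.10 ± 0.273 to 35.1 ± 1.23 FPKM. LAMA4, LOXL2, SLC6A12 and PLEKHB1 stayed below 10 FPKM in both cultures. They rose from 0.604 ± 0.0646 to 7.74 ± 0.235, from 0.637 ± 0.0479 to 6.96 ± 0.173, from 0.716 ± 0.0395 to 5.48 ± 0.311, and from 0.953 ± 0.168 to 7.69 ± 0.636 FPKM. TFF3 rose from 5.88 ± 0.939 to 63.7 ± 6.17 FPKM, SERPINI1 from 2.56 ± 0.163 to 26.9 ± 0.639 FPKM, and BRINP3 from 1.01 ± 0.0687 to 10.5 ± 0.802 FPKM. TENT5C rose from 1.82 ± 0.0398 to 13.9 ± 0.729 FPKM. AKR1C1 rose from 3.68 ± 0.0914 to 38.5 ± 1.78 FPKM and SAA1 from 7.35 ± 0.453 to 55.7 ± 2.07 FPKM. Both of these have a near copy (AKR1C2 and SAA2) with which reads could have been shared. SAA2 itself rose from 0.779 ± 0.0659 to 5.93 ± 0.190 FPKM. For each of these genes the difference was larger than the spread between replicates, with limma adjusted p values from 2.9e-08 (CP and AKR1C1) to 2.48e-06 (PLEKHB1).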

We observed that 10 genes were upregulated in the spheroid cells; this finding is consistent with that of RNA-Seq (Figure 1D). Among these genes, AGXT was related to amino acid metabolism. 

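AGXT (ENSG00000172482) lies on chromosome 2 of GRCh38 from 240868479 to 240880502 on the plus strand, and the union of its exons is 4459 bp long. The adherent libraries held 328, 359 and 356 reads of AGXT and the spheroid libraries 2516, 2495 and 2816. Its level was 2.76 ± 0.340 FPKM in the adherent cells and 21.2 ± 0.313 FPKM in the spheroid cells (SD, n = 3), a log2 fold change of 2.91 (standard error 0.082, adjusted p = 3.24e-07 from limma). Every spheroid library lay above every adherent library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). With each library left out in turn, the log2 fold change stayed between 2.83 and 3.00. The value moved the most with a pseudocount of 1, to 2.57. AGXT ranked 44 by log2 fold change among the upregulated genes.

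**Figure D1:**
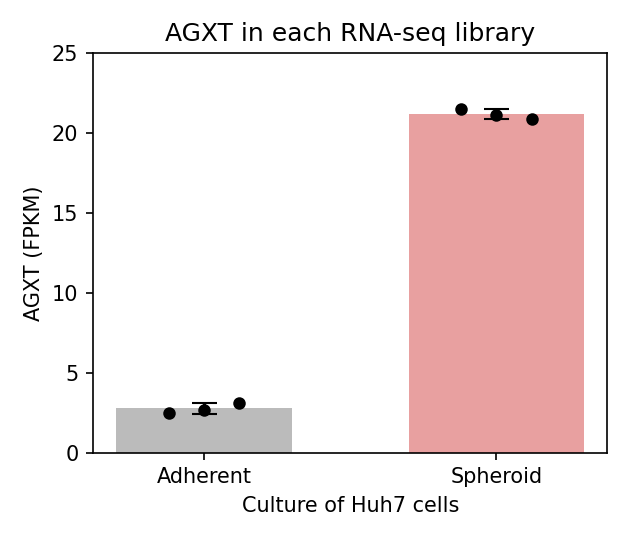
AGXT expression (FPKM, linear axis from 0) in adherent and spheroid cultures of Huh7 cells. Bars are means, error bars are the SD of 3 libraries, and points are single libraries. The adherent libraries lie at 2.47, 2.67 and 3.13 FPKM and the spheroid libraries at 21.5, 21.1 and 20.9 FPKM.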

To the best of our knowledge, no study has reported the association of AGXT with CSC regulation. Moreover, the findings of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, performed using the genes upregulated in the RNA-Seq data, revealed that among the top 20 enriched pathways, some have been reported to be involved in stemness regulation, including retinol metabolism [18], peroxisome proliferator-activated receptor signaling [7], cytochrome P450 metabolism [8], and complement and coagulation cascades [19] (Figure 1E). 

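Members of 5 pathways of Figure 1E were listed by hand, since no pathway database was used here, and each list was tested with limma's camera (preset inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment over the 5 lists). Of the complement and coagulation genes, 47 were tested, with a median log2 fold change of 0.50 (adjusted p = 0.000116). In this list 16 genes were upregulated and 3 downregulated, against 1.99 upregulated genes expected from the share among all genes tested. C7 and SERPINC1 rose, with log2 fold changes of 3.51 and 2.38, and that of KNG1 was -2.07. The 21 retinol metabolism genes tested had a median of 0.18 (adjusted p = 0.00651), and 5 were upregulated: UGT2B11, CYP1A1, UGT2B4, UGT2B7 and CYP3A5. In the same list CYP2S1 was downregulated, with a log2 fold change of -1.64. CYP1A1 and AKR1C1 are members of these lists that the study also picked for Figure 1C. For the cytochrome P450 pathways, the median was 0.31 over 31 genes of drug metabolism (adjusted p = 0.00163, 9 upregulated, 0 downregulated). It was 0.26 over 36 genes of xenobiotic metabolism (adjusted p = 0.000855, 11 upregulated, and CYP2S1 downregulated). These last lists share 26 of their tested genes, so their results are not independent. The UGT2B and GSTA genes among them have near copies between which reads could have been split. The 47 genes of peroxisome proliferator-activated receptor signaling had a median of 0.12 and did not pass (adjusted p = 0.195). Among them 6 genes were upregulated, with APOA2 and FABP1 at log2 fold changes of 2.43 and 1.82, and 3 were downregulated. With Fisher's exact test of upregulated members (one-sided), which is closest to an enrichment among upregulated genes, all 5 lists passed, with adjusted p values from 1.96e-10 for complement to 0.0138 for peroxisome proliferator-activated receptor signaling. All 5 lists passed with fry, and none passed with camera when the inter-gene correlation was estimated for each list (adjusted p from 0.151 to 0.466), although the unadjusted p of the xenobiotics list was 0.0302. In each of the 3 spheroid libraries the median of each list lay above the adherent mean. Without spheroid replicate 2 the median of the retinol list was 0.118, and without spheroid replicate 1 that of the peroxisome proliferator-activated receptor list was 0.064. After rescaling to TPM, the medians of these lists were -0.016 and -0.084, which is 0.19 and 0.12 above the median of all genes. From the enrichment among upregulated genes, the paper states that some of the enriched pathways have been linked to stemness.

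**Figure D2:**
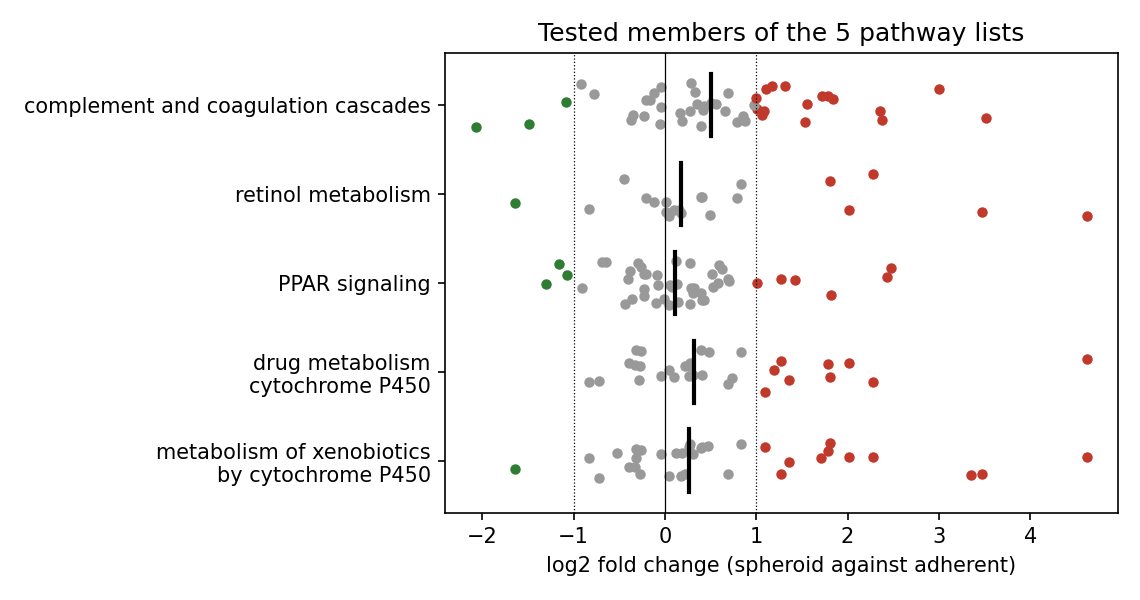
Log2 fold change (spheroid against adherent, on the log2(FPKM + 0.1) scale) of each tested member of the 5 pathway lists. Each point is a gene, red where upregulated, green where downregulated and gray otherwise, black bars are medians, and dotted lines mark log2 fold changes of -1 and 1. The medians run from 0.12 to 0.50 (those of retinol metabolism and PPAR signaling fall below 0 after rescaling to TPM), and 34 different genes are upregulated over the 5 lists.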

Next, we downloaded the TCGA-LIHC cohort data and conducted gene set enrichment analysis (GSEA) on the basis of the expression level of AGXT. The results indicated that the aforementioned five pathways were all enriched in the AGXT-High expression group (Figure 1F). Collectively, these data indicate that AGXT may play a crucial role in regulating the biological function of LCSCs in spheroid cultures.

### 3.2. AGXT Expression Cannot Drive Cancer Stemness in HCC Cells

To determine whether AGXT expression affects HCC stemness, we first examined the expression of AGXT by performing the anchorage-independent spheroid formation assay in two HCC cell lines, Huh7 and Hep3B. The results of both qRT-PCR and Western blotting revealed that AGXT expression increased in the Huh7 and Hep3B spheroid cells (Sph) compared with their adherent (Adh) cells (Figure 2A). To select suitable cell lines for genetic manipulation, we determined the protein expression of AGXT in several HCC cell lines through Western blotting. The findings indicated that AGXT was highly expressed in three HCC cell lines, namely Huh7, HepG2, and Hep3B (Figure 2B). To investigate whether altered AGXT expression affects the stemness characteristics of the HCC cells, we knocked down AGXT expression by using short hairpin RNA (shRNA) in the Huh7 and Hep3B cells, and exogenously upregulated AGXT expression in the MHCC-97H and PLC/PRF/5 cells (Figure 2C). Furthermore, we performed the sphere formation assay by using these cell lines with altered AGXT expression. The sphere-forming efficiency (SFE) of the spheroid culture in the AGXT-knockdown Huh7 and Hep3B cells (sh-AGXT) exhibited no significant changes compared with the control cells (sh-Ctrl; Figure 2D). Consistently, AGXT overexpression in the MHCC-97H and PLC/PRF/5 cells did not affect the SFE of the spheroid culture compared with the control cells (OE-Ctrl; Figure 2E). In addition, we performed flow cytometry to investigate the effect of AGXT expression on the CD113^+^CD90^+^ cell population, a specific cell population of LCSCs [20]. The data indicated that neither the knockdown of AGXT in the Huh7 cells nor the overexpression of AGXT in the MHCC-97H cells significantly affected the number of CD113^+^CD90^+^ cells (Figure 2F). Furthermore, we determined the effect of AGXT on tumor migration, colony formation in soft agar, and drug resistance. The results of the wound-healing assay and transwell migration assay indicated that AGXT overexpression in the Huh7 or MHCC-97H cells did not affect cell migration ability (Supplementary Figure S1A–C). Moreover, AGXT expression in the Huh7 cells did not alter the number of colonies formed on soft agar, and it was not involved in drug resistance (Supplementary Figure S1D,E). Taken together, these data suggest that AGXT does not directly increase the capacity of cancer stemness to promote HCC malignancy.

### 3.3. AGXT Expression Is Essential for Sustaining the Stemness Properties of LCSCs

Because AGXT expression cannot drive cancer stemness, we speculated that AGXT is involved in the maintenance of LCSCs. To test this possibility, we enriched LCSCs and examined whether altered AGXT expression affects their self-renewal capacity. A previous study reported that CD133^+^ cells (high CD133 expression) possess the properties of LCSCs, and that CD133^−^ cells (low CD133 expression) are non-LCSCs [21]. We used the flow cytometry cell-sorting strategy to isolate viable CD133^+^ cells from CD133^−^ cells among the Huh7 and Hep3B cells (Figure 3A). We confirmed that the CD133^+^ cells had a higher SFE than did the CD133^−^ cells, implying that the CD133^+^ cells had stronger stem-like features (Figure 3B). The knockdown of AGXT in the CD133^+^ Huh7 cells reduced the SFE; however, the knockdown of AGXT in the CD133^−^ Huh7 cells did not affect the SFE (Figure 3C). Because the anchorage-independent spheroid cells of HCC have been reported to possess stemness properties and are considered beneficial to the enrichment of LCSCs [5,6], we knocked down AGXT in the Huh7 spheroid cells, then performed a spheroid formation assay. Compared with AGXT knockdown in the wild-type Huh7 cells, AGXT knockdown in the Huh7 spheroid cells significantly reduced the SFE (Figure 3D). Moreover, the findings of flow cytometry indicated that the knockdown of AGXT in the CD133^+^ Huh7 cells or spheroid cells substantially reduced the number of CD133^+^ cells (Figure 3E,F). Together, these results imply that AGXT is involved in maintaining the stemness of LCSCs.

### 3.4. AGXT Upregulates Stemness Transcription Factors to Maintain the Stemness Properties of LCSCs

Because a previous study reported that three crucial pathways (Hedgehog, Notch, and Wnt) regulate CSC activity [22], we investigated whether AGXT expression is involved in the regulation of these pathways. The results of qRT-PCR indicated that AGXT overexpression in the Huh7 cells did not alter the mRNA expression of the critical genes of the Hedgehog, Notch, and Wnt pathways, implying that AGXT does not regulate these pathways (Supplementary Figure S1F). Because the stemness-related transcription factors SOX2, OCT4, and Nanog have been demonstrated to sustain the stemness state of CSCs [20,23], we explored whether AGXT affects the mRNA levels of these stemness-related transcription factors. We observed that AGXT overexpression in the MHCC-97H cells upregulated the mRNA and protein levels of SOX2 and OCT4 (Figure 4A). Consistently, the knockdown of AGXT in the Huh7 cells reduced the mRNA and protein levels of these two genes (Figure 4B). Therefore, we speculate that SOX2 and OCT4 mediate the maintenance of LCSC properties through AGXT. To test this hypothesis, we exogenously re-expressed SOX2 or OCT4 in the AGXT-knockdown or control CD133^+^ Huh7 cells (Figure 4C), then used these cells in the spheroid formation assay. The SFE reduced by AGXT knockdown in the CD133^+^ Huh7 cells, compared with the control cells, was partially restored through the re-expression of SOX2 or OCT4 (Figure 4D). These data suggest that AGXT upregulates the expression of SOX2 and OCT4 to support the stemness properties of LCSCs.

### 3.5. Knockdown of AGXT Reduces the Tumorigenic Capability of LCSCs In Vivo

We performed xenograft experiments to investigate the in vivo role of AGXT in tumorigenesis. We used four inoculated cells to establish the animal model, namely: the control group of parental Huh7 cells (WT-Ctrl), the AGXT knockdown group of parental Huh7 cells (WT-shAGXT), the control group of Huh7 spheroid cells (Spheroid-Ctrl), and AGXT knockdown group of Huh7 spheroid cells (Spheroid-shAXGT). Various numbers of cells were subcutaneously transplanted into the backs of the NOD/SCID male mice. The mice in the Spheroid-Ctrl group still developed tumors, whereas the mice in the other three groups failed to develop tumors after the inoculation of 10^5^ cells. The tumor formation frequency of the Spheroid-Ctrl group was 100%, whereas those of the other groups were not more than 50% after the inoculation of 10^6^ cells (Figure 5A). AGXT knockdown in the Huh7 cells did not affect the tumorigenic rate in the mice. However, AGXT silencing in the Huh7 spheroid cells significantly reduced the tumor formation rate from 100% to 50% after the inoculation of 10^6^ cells (Figure 5B, top panel). In addition, the CSC frequencies of the four groups were determined using the ELDA webtool (http://bioinf.wehi.edu.au/software/elda/, accessed on 1 April 2022). Compared with the spheroid-Ctrl group, the Spheroid-shAXGT group exhibited a decreased CSC frequency (from 1/325989 to 1/1679707; Figure 5A). Moreover, the tumor volume of the Spheroid-Ctrl group was significantly larger than that of the other three groups. In the Huh7 spheroid cells, AGXT knockdown markedly reduced the tumor growth rate. However, AGXT knockdown in the parental Huh7 cells did not significantly affect the tumor growth rate (Figure 5B, lower panel). These in vivo data strongly support the critical role of AGXT in augmenting the tumor formation and growth rates of LCSCs.

## 4. Discussion

HCC is among the cancers with high mortality, mainly because of its resistance to radiotherapy or chemotherapy and its high recurrence and metastasis rates [3]. CSCs are widely believed to be the underlying cause of these clinical observations [10]. Although many therapeutic drugs targeting CSCs have been developed, their clinical therapeutic effect is still limited [11]. Therefore, discovering more potential mechanisms underlying CSC regulation would be beneficial for developing new strategies to target CSCs. This study revealed new regulatory mechanisms of LCSCs. In this study, we utilized an ultra-low-attachment and serum-free culture system to promote CSC-enriched spheroid formation. The RNA-Seq and qRT-PCR showed that 10 genes were significantly up-regulated in spheroid cells (Figure 1D), half of which were reported to be associated with CSC, such as CP [24], CYP1A1 [25], LOXL2 [26], SERPINI1 [27], and CFH [19]. The unreported genes, including BRINP3, PLEKHB1, AGXT, TENT5C, and SAA1, were used to perform GSEA analysis based on the TCGA-LIHC cohort. We found that many CSC-related pathways only appeared in the AGXT high expression group (Figure 1F). Therefore, we selected AGXT as a candidate gene for further study. The data implied that AGXT does not drive HCC stemness but is crucial for maintaining the tumor-initiating and self-renewal properties of LCSCs.

Previous studies have reported that in colon cancer [13] and lung cancer [14], the AGXT rs34116584 variant affects the metabolism of platinum-based chemotherapeutics, leading to poor prognosis. Another study demonstrated that AGXT depletion accelerated HCC progression and predicted poor prognosis [28]. Another study also found that HCC patients with increased AGXT expression had a better prognosis and a lower rate of recurrence [29]. These studies indicate that the depletion or mutation of AGXT results in poor prognosis for cancer. Considering that the AGXT gene is related to amino acid metabolism, it may be involved in the metabolic reprogramming of cancer cells to affect prognosis. As a heterogeneous and plastic cell population among cancer cells, CSCs exhibit distinct metabolic programming [30]. AGXT has been demonstrated to regulate the metabolic processes of serine, glycine, and alanine, and previous studies have indicated that amino acid metabolism can affect the tumorigenesis and stemness of CSCs [16,31]. On the basis of these data, we speculate that the metabolic effects of AGXT differ between differentiated cancer cells and CSCs. In our study, we observed that AGXT knockdown significantly reduced the self-renewal capacity of the CD133^+^ cells or CSC-enriched spheroid culture compared with the CD133^−^ cells. AGXT knockdown in the spheroid cells significantly reduced the xenograft growth rate and tumor-forming ability in vivo. These findings suggest that compared with HCC cells, the growth of LCSCs may be more dependent on AGXT. However, given that LCSCs typically represent only a small fraction of HCC cells, the upregulation of AGXT in LCSCs may be inconsistent with its poor expression in mass tumors. Here, we demonstrated that AGXT expression in WT HCC cells did not affect stemness, and only in LCSC could it promote stemness (Figure 3C–F). On the other hand, previous studies reported that a high expression of AGXT can improve the prognosis of HCC patients, which indicates that AGXT may have other functions, such as promoting tumor immunity or other unfavorable factors to inhibit cancer progress. The tumor suppressor effect of AGXT in HCC seems to contradict the findings of this study that AGXT promotes stemness in LCSCs. However, these apparently contradictory observations can be reconciled, in that AGXT may exert different tumor-regulatory roles in LCSCs and non-LCSCs. Therefore, whether AGXT is a favorable or unfavorable factor cannot be rashly defined, and more clinical sample observations are needed to evaluate it. Moreover, our data indicate that AGXT upregulated the expression of the transcription factors SOX2 and OCT4, which have been reported to maintain the stemness characteristics of CSCs [20,23]. However, the mechanisms through which AGXT regulates the expression of SOX2 and OCT4 remain unclear. Furthermore, the biological effects of AGXT-induced SOX2 and OCT4 between parental live cancer cells and LCSCs may be different. Therefore, more research should be conducted to fully investigate the detailed mechanism of AGXT in liver cancer progression, which can link amino acid metabolism with LCSCs and liver cancer malignancy.

## 5. Conclusions

Our study demonstrated that AGXT, which is known to participate in amino acid metabolism, cannot directly promote HCC stemness, but is an essential gene to sustain the cancer stemness properties of LCSCs. Furthermore, AGXT may upregulate the stemness transcription factors SOX2 and OCT4 to maintain cancer stemness in LCSCs. Our study implies that the metabolic processes of serine, glycine, and alanine regulated by AGXT may be crucial for LCSCs, and can inspire potential strategies to interfere with the process of amino acid metabolism for combating LCSCs in the future. However, it must be considered that AGXT may act as a tumor suppressor in HCC cells, and targeting it may also cause adverse effects.

## Figures and Tables

**Figure 1:**
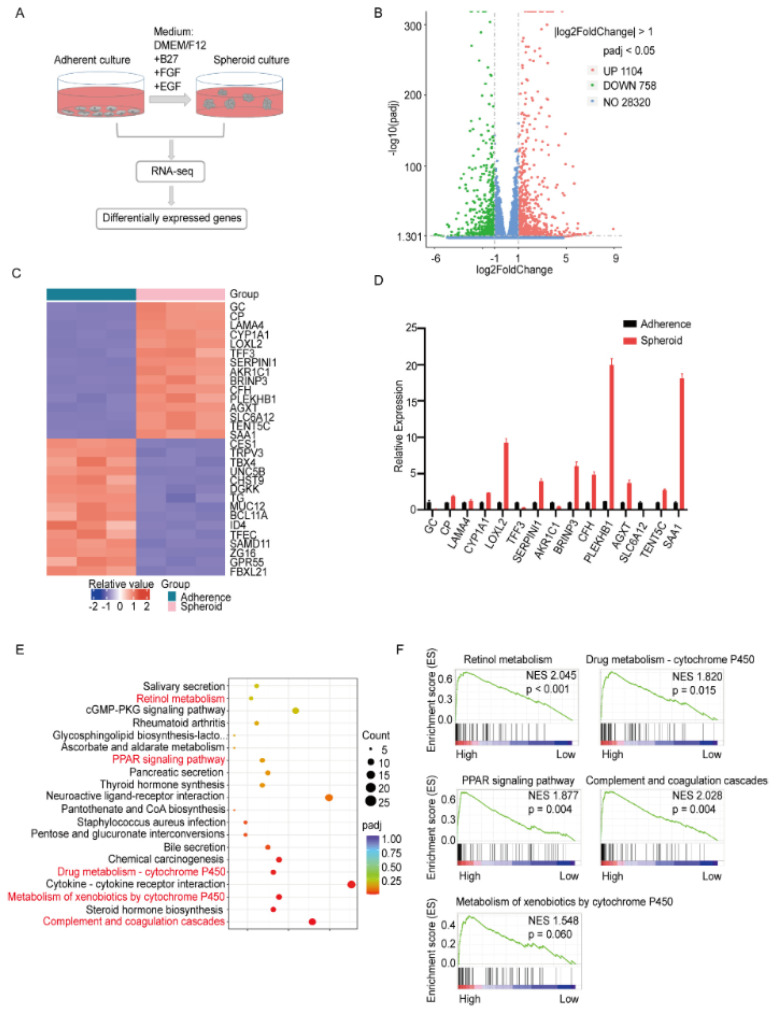
Identification of differentially expressed genes (DEGs) between spheroid and adherent cells: (**A**) A schematic outline for the identification of differential genes in spheroid and parental cells. Huh7 cells were plated on a serum-free medium in ultra-low-attachment dishes (Corning). The spheroids and adherent parental cells were harvested and subjected to transcriptome sequencing; (**B**) a volcano plot showing genes differentially expressed in the adherent and spheroid cell groups. The red dots represent upregulated genes (1104), the green dots represent downregulated genes (756), and the blue dots represent non-DEGs (28320); (**C**) a heatmap showing the top 15 genes with the most upregulation and downregulation; (**D**) quantitative real-time polymerase chain reaction of the top 15 genes in the adherent cells and spheroid cells; (**E**) bubble plot of the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of upregulated DEGs. The ordinate represents the top-20 upregulated pathways, the color of the bubble represents the size of the *p* value, and the size of the bubble represents the number of enriched differential genes; (**F**) gene set enrichment analysis of KEGG signaling pathways in the high alanine−glyoxylate aminotransferase expression group of the Cancer Genome Atlas–Liver Hepatocellular Carcinoma cohort.

**Figure 2:**
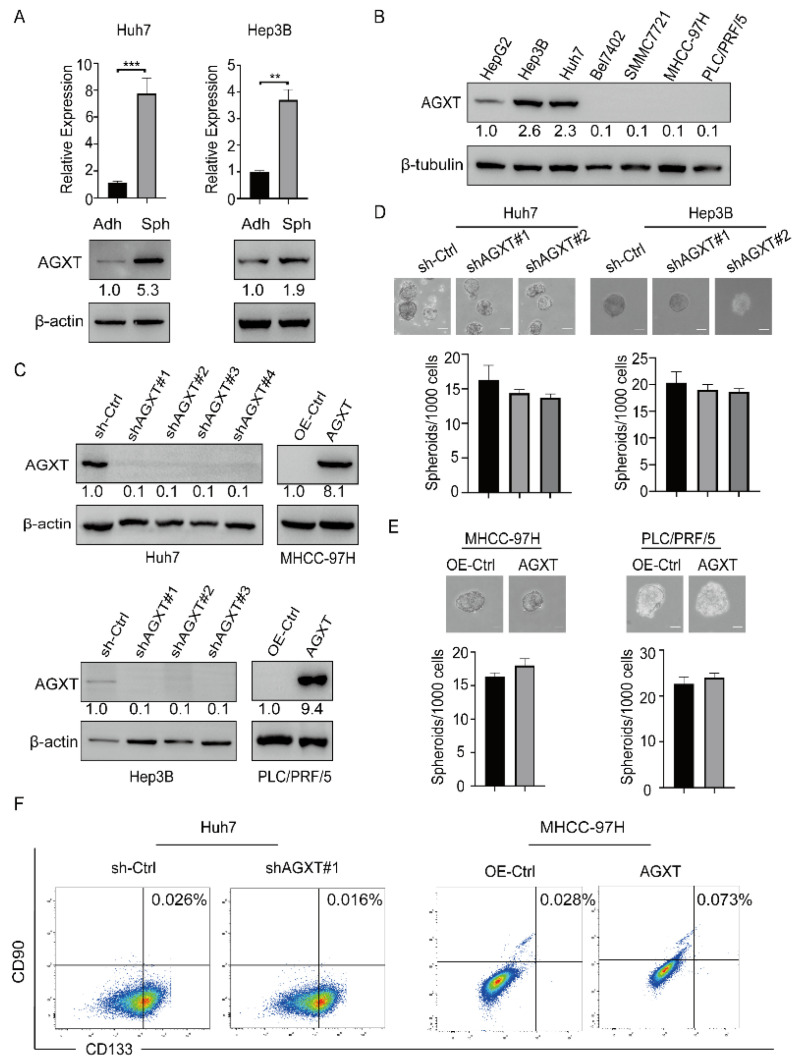
Alanine−glyoxylate aminotransferase (AGXT) expression cannot drive the stemness of hepatocellular carcinoma (HCC) cells: (**A**) Quantitative real−time polymerase chain reaction and Western blot analysis of spheroid cells (Sph) and adherent cells (Adh) among the Huh7 and Hep3B cells; (**B**) Western blot analysis of AGXT in seven HCC cell lines (HepG2, Hep3B, Huh7, Bel7402, SMMC7721, MHCC−97H, and PLC/PRF/5); (**C**) Western blot exhibited the knockdown of AGXT in the Huh7 cells and Hep3B cells and the exogenous overexpression of AGXT in the MHCC−97H cells and PLC/PRF/5 cells; (**D**,**E**) sphere formation assay of stable AGXT knockdown cell lines and AGXT-overexpressing cell lines (top panel). Statistical bar graphs of sphere numbers (down panel). Scale bar, 100 μm; (**F**) flow cytometric analysis of membrane CD133^+^/CD90^+^ in Huh7 cells and MHCC−97H cells. ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
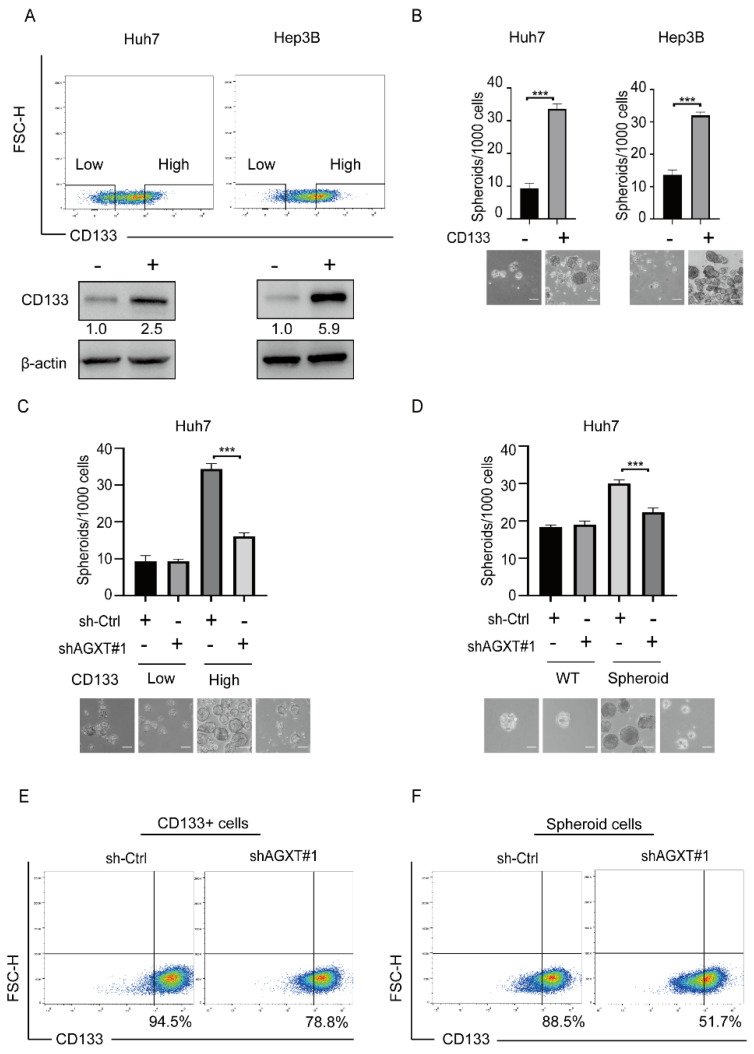
Alanine−glyoxylate aminotransferase (AGXT) expression is essential for the stemness properties of cancer stem cells: (**A**) Differentiation of CD133^+^ cells and CD133^−^ cells through flow cytometry in the Huh7 cells and Hep3B cells. The protein level of CD133 was detected through Western blot after the culture; (**B**) sphere formation assay of CD133^+^ and CD133^−^ Huh7 and Hep3B cells and the quantification of spheroid numbers. Scale bar, 100 μm; (**C**) sphere formation assay of AGXT knockdown and knockdown control in CD133^+^ and CD133^−^ Huh7 cells and the quantification of spheroid numbers. Scale bar, 100 μm; (**D**) sphere formation assay of AGXT knockdown in wild−type and spheroid Huh7 cells, and the quantification of spheroid numbers. Scale bar, 100 μm; (**E**) flow cytometry analysis of the CD133^+^ population decreased from 94.5% to 78.8% after AGXT knockdown; (**F**) flow cytometry analysis of spheroid cells decreased from 86.5% to 51.7% after AGXT knockdown. *** *p* < 0.001.

**Figure 4:**
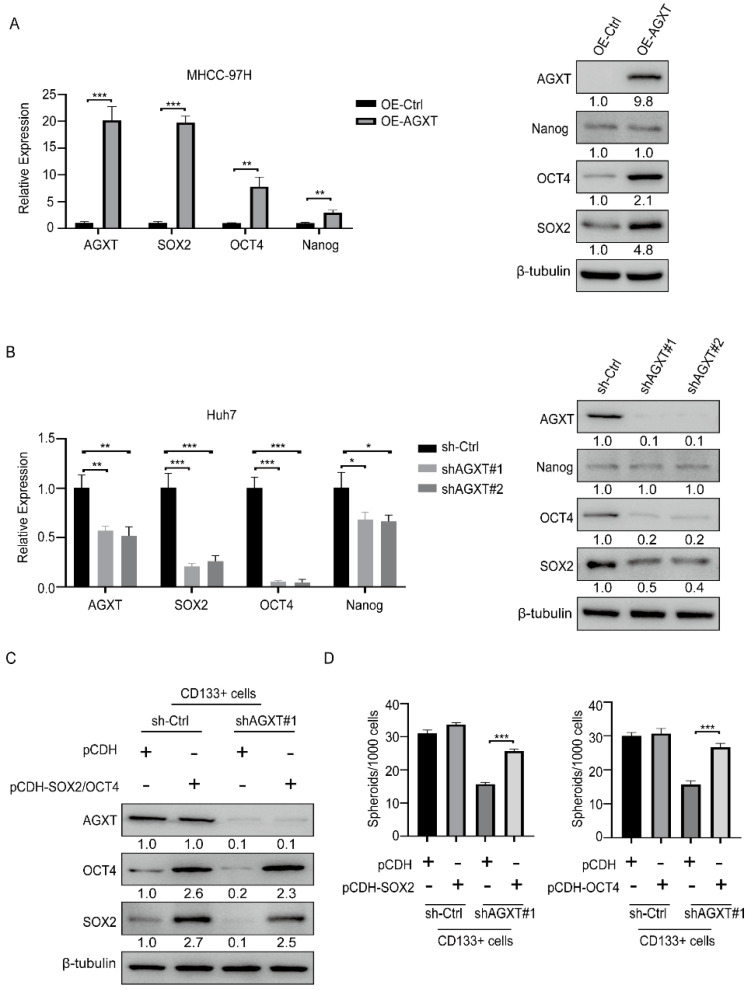
Alanine−glyoxylate aminotransferase (AGXT) upregulates stemness transcription factors to maintain stemness properties in liver cancer stem cells: (**A**) quantitative real−time polymerase chain reaction (qRT−PCR) and Western blot analysis of transcription factors in AGXT−overexpressing MHCC97 cells; (**B**) qRT−PCR and Western blot analysis of the expression of transcription factors in AGXT knockdown Huh7 cells; (**C**) Western blot analysis of SRY−box transcription factor 2 (SOX2) and octamer−binding transcription factor 4 (OCT4) overexpression, and AGXT knockdown, in CD133^+^ cells; (**D**) statistical bar graphs of sphere numbers in SOX2-overexpressing or AGXT knockdown CD133^+^ cells (left) and OCT4−overexpressing or AGXT knockdown CD133^+^ cells. Scale bar, 100 μm. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
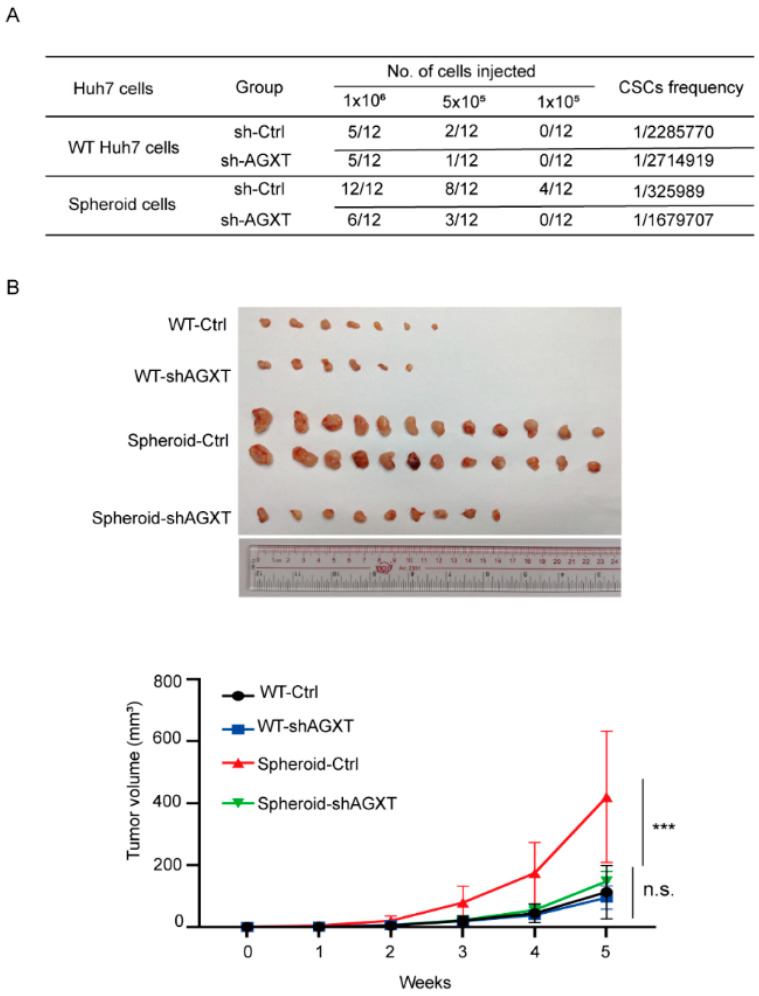
Knockdown of alanine−glyoxylate aminotransferase (AGXT) reduces the oncogenic ability of liver cancer stem cells (CSCs) in mice: (**A**) Adherent and spheroid Huh7 cells with or without AGXT knockdown were subcutaneously injected (10^6^, 5 × 10^5^, and 10^5^ cells per mouse) into 5-week-old male NOD/SCID mice. Tumor formation ability and CSC frequency were analyzed; (**B**) the tumor volume of orthotopic xenograft models at 5 weeks (up panel). Tumor growth curve of adherent and spheroid Huh7 cells with or without AGXT (down panel). *** *p* < 0.001; n.s, nonsignificant.

## Data Availability

The raw RNA sequencing data in this study have been deposited to the GEO (www.ncbi.nlm.nih.gov/geo/) with the accession number GSE199940.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom12050668/s1, Figure S1: Elevated expression of AGXT cannot affect tumor migration, proliferation, drug resistance and stemness-related pathways; Table S1: The qRT-PCR primers of genes involved in this article.

## References

[1] Sung H., Ferlay J., Siegel R.L., Laversanne M., Soerjomataram I., Jemal A., Bray F. (2021). Global cancer statistics 2020: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J. Clin..

[2] Nault J.C., Cheng A.L., Sangro B., Llovet J.M. (2020). Milestones in the pathogenesis and management of primary liver cancer. J. Hepatol..

[3] Kulik L., El-Serag H.B. (2019). Epidemiology and Management of Hepatocellular Carcinoma. Gastroenterology.

[4] Chen B., Ye P., Chen Y., Liu T., Cha J.H., Yan X., Yang W.H. (2020). Involvement of the Estrogen and Progesterone Axis in Cancer Stemness: Elucidating Molecular Mechanisms and Clinical Significance. Front. Oncol..

[5] Cao L., Zhou Y., Zhai B., Liao J., Xu W., Zhang R., Li J., Zhang Y., Chen L., Qian H. (2011). Sphere-forming cell subpopulations with cancer stem cell properties in human hepatoma cell lines. BMC Gastroenterol..

[6] Raudenska M., Balvan J., Fojtu M., Gumulec J., Masarik M. (2019). Unexpected therapeutic effects of cisplatin. Metallomics.

[7] Ning J.F., Stanciu M., Humphrey M.R., Gorham J., Wakimoto H., Nishihara R., Lees J., Zou L., Martuza R.L., Wakimoto H. (2019). Myc targeted CDK18 promotes ATR and homologous recombination to mediate PARP inhibitor resistance in glioblastoma. Nat. Commun..

[8] Li J., Condello S., Thomes-Pepin J., Ma X., Xia Y., Hurley T.D., Matei D., Cheng J.X. (2017). Lipid Desaturation Is a Metabolic Marker and Therapeutic Target of Ovarian Cancer Stem Cells. Cell Stem Cell.

[9] Shaw F.L., Harrison H., Spence K., Ablett M.P., Simões B.M., Farnie G., Clarke R.B. (2012). A detailed mammosphere assay protocol for the quantification of breast stem cell activity. J. Mammary Gland. Biol. Neoplasia.

[10] Makena M.R., Ranjan A., Thirumala V., Reddy A.P. (2020). Cancer stem cells: Road to therapeutic resistance and strategies to overcome resistance. Biochim. Biophys. Acta-Mol. Basis Dis..

[11] Saygin C., Matei D., Majeti R., Reizes O., Lathia J.D. (2019). Targeting Cancer Stemness in the Clinic: From Hype to Hope. Cell Stem Cell.

[12] Williams E.L., Acquaviva C., Amoroso A., Chevalier F., Coulter-Mackie M., Monico C.G., Giachino D., Owen T., Robbiano A., Salido E. (2009). Primary hyperoxaluria type 1: Update and additional mutation analysis of the AGXT gene. Hum. Mutat..

[13] Kjersem J.B., Thomsen M., Guren T., Hamfjord J., Carlsson G., Gustavsson B., Ikdahl T., Indrebø G., Pfeiffer P., Lingjærde O. (2016). AGXT and ERCC2 polymorphisms are associated with clinical outcome in metastatic colorectal cancer patients treated with 5-FU/oxaliplatin. Pharm. J..

[14] Catarata M.J., Lourenço M., Martins M.F., Frade J., Pêgo A., Cordeiro C.R., Medeiros R., Ribeiro R. (2021). Pharmacogenetics of advanced lung cancer: Predictive value of functional genetic polymorphism AGXT Pro11Leu in clinical outcome?. Pulmonology.

[15] Pranzini E., Pardella E., Paoli P., Fendt S.M., Taddei M.L. (2021). Metabolic Reprogramming in Anticancer Drug Resistance: A Focus on Amino Acids. Trends Cancer.

[16] Muthusamy T., Cordes T., Handzlik M.K., You L., Lim E.W., Gengatharan J., Pinto A.F.M., Badur M.G., Kolar M.J., Wallace M. (2020). Serine restriction alters sphingolipid diversity to constrain tumour growth. Nature.

[17] Chen B., Cha J.H., Yan M., Cao N., Ye P., Yan X., Yang W.H. (2021). ATXN7L3B promotes hepatocellular carcinoma stemness and is downregulated by metformin. Biochem. Biophys. Res. Commun..

[18] Khillan J.S. (2014). Vitamin A/retinol and maintenance of pluripotency of stem cells. Nutrients.

[19] Seol H.S., Lee S.E., Song J.S., Rhee J.K., Singh S.R., Chang S., Jang S.J. (2016). Complement proteins C7 and CFH control the stemness of liver cancer cells via LSF-1. Cancer Lett..

[20] Mishra L., Banker T., Murray J., Byers S., Thenappan A., He A.R., Shetty K., Johnson L., Reddy E.P. (2009). Liver stem cells and hepatocellular carcinoma. Hepatology.

[21] Piao L.S., Hur W., Kim T.K., Hong S.W., Kim S.W., Choi J.E., Sung P.S., Song M.J., Lee B.C., Hwang D. (2012). CD133+ liver cancer stem cells modulate radioresistance in human hepatocellular carcinoma. Cancer Lett..

[22] Zhu R., Gires O., Zhu L., Liu J., Li J., Yang H., Ju G., Huang J., Ge W., Chen Y. (2019). TSPAN8 promotes cancer cell stemness via activation of sonic Hedgehog signaling. Nat. Commun..

[23] Novak D., Hüser L., Elton J.J., Umansky V., Altevogt P., Utikal J. (2020). SOX2 in development and cancer biology. Semin. Cancer Biol..

[24] Fregni G., Quinodoz M., Möller E., Vuille J., Galland S., Fusco C., Martin P., Letovanec I., Provero P., Rivolta C. (2018). Reciprocal modulation of mesenchymal stem cells and tumor cells promotes lung cancer metastasis. EBioMedicine.

[25] Brandi J., Pozza D.E., Dando I., Biondani G., Robotti E., Jenkins R., Elliott V., Park K., Marengo E., Costello E. (2016). Secretome protein signature of human pancreatic cancer stem-like cells. J. Proteom..

[26] Al-Dhfyan A., Alhoshani A., Korashy H.M. (2017). Aryl hydrocarbon receptor/cytochrome P450 1A1 pathway mediates breast cancer stem cells expansion through PTEN inhibition and β-Catenin and Akt activation. Mol. Cancer.

[27] Matsuda Y., Miura K., Yamane J., Shima H., Fujibuchi W., Ishida K., Fujishima F., Ohnuma S., Sasaki H., Nagao M. (2016). SERPINI1 regulates epithelial-mesenchymal transition in an orthotopic implantation model of colorectal cancer. Cancer Sci..

[28] Sun Y., Li W., Shen S., Yang X., Lu B., Zhang X., Lu P., Shen Y., Ji J. (2019). Loss of alanine-glyoxylate and serine-pyruvate aminotransferase expression accelerated the progression of hepatocellular carcinoma and predicted poor prognosis. J. Transl. Med..

[29] Chen P., Wang F., Feng J., Zhou R., Chang Y., Liu J., Zhao Q. (2017). Co-expression network analysis identified six hub genes in association with metastasis risk and prognosis in hepatocellular carcinoma. Oncotarget.

[30] Peiris-Pagès M., Martinez-Outschoorn U.E., Pestell R.G., Sotgia F., Lisanti M.P. (2016). Cancer stem cell metabolism. Breast Cancer Res..

[31] Baksh S.C., Todorova P.K., Gur-Cohen S., Hurwitz B., Ge Y., Novak J.S.S., Tierney M.T., Dela Cruz-Racelis J., Fuchs E., Finley L.W.S. (2020). Extracellular serine controls epidermal stem cell fate and tumour initiation. Nat. Cell Biol..

How the deposited data were processed for this re-analysis (not part of the article)

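RNA of adherent and spheroid cultures of Huh7 cells was sequenced as 3 replicate libraries each, by Novogene on an Illumina HiSeq instrument. The labels do not say whether each replicate came from a separate culture. The authors deposited FPKM values for each of 58735 genes and 6 libraries, with gene identifiers, coordinates and lengths. The paper's text does not name the aligner, the counting tool, the normalization or the test of the sequencing data. Its statistics section gives a general test between groups and a threshold of 0.05, without an adjustment for many genes. The coordinates of all 58735 genes equaled those of GENCODE release 29 (Ensembl release 94, GRCh38), and the deposited lengths equaled the union of exons there. FPKM times gene length came out as whole multiples of 1 step in 100.0% of the values of each library (tolerance 0.001), and the step gave an effective library size equal to a median-of-ratios size factor times the geometric mean of the libraries' totals. The deposited FPKM values therefore already hold a normalization between libraries. Reads on genes were between 24662966 and 29194231 in adherent libraries and between 26962224 and 30183615 in spheroid libraries. At this depth, 33251 genes had any read, 30180 had more than 1 read in total and 25484 had none. A gene with 3 reads or fewer in every library of a group was treated as being at the limit of detection in that group, and no fold change is given for it. This limit covers counting error only.

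The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1) with a mean-variance trend, over the 14401 genes with a mean of at least 0.5 FPKM in the 6 libraries (11607 of them protein-coding), without covariates. A gene was counted as upregulated or downregulated with an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05. AGXT was also tested with an exact two-sided permutation test. Gene lists were written by hand: 5 for pathways of Figure 1E and 15 for processes the paper did not analyse in these libraries. Their symbols were matched to those of the deposited table, and GSTT1 was the only listed gene without a match. The lists were tested with limma's camera (inter-gene correlation 0.01), with adjustment within each of the 2 families. Another 3 lists were written after the values of the genes that prompted them had been seen and before those of their members were looked at.

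The genes named in the text follow a rule: AGXT, the genes of Figure 1C, the other genes the paper names, the 5 protein-coding genes with the largest rise and the 5 with the largest fall past both thresholds (mean of at least 1 FPKM, no overlap between groups), and up to 5 members past both thresholds from each list. Genes outside this rule are marked where they appear. The alternatives tried were a pseudocount of 1 or 0.01, no FPKM limit, a limit of 2 FPKM, median-of-ratios scaling of the FPKM values, quantile normalization, TPM, no mean-variance trend, voom weights on the back-calculated reads, a replicate block, protein-coding genes only and leaving out each library. For the lists they also included fry, an estimated inter-gene correlation and Fisher's exact test. These lists, the rule and these alternatives were fixed before the data were examined. A fit with voom weights on the 30180 genes with more than 1 read was added after seeing the data. The test was tried on simulated reads for the real genes with 200 genes changed by a log2 fold change of 2. Of these, 188 passed the FPKM limit, 183 were recovered in the right direction among 14440 genes tested, and 8 unchanged genes were called. Of 200 random lists of 30 unchanged genes, 8 had a camera p under 0.05. The simulated reads were drawn independently for each gene. This rate therefore does not cover correlation between genes, on which the list calls in the real data depended. GC content was taken from the longest transcript of each gene in GENCODE release 29 and was available for 14392 of the 14401 genes.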

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

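The tests of GC content and gene length were chosen after these results were seen, and what each would show was written down before it was run.

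Of the 15 lists for processes the paper did not analyse in these libraries, 4 passed the threshold, and all 4 were lower in the spheroid cells. The 30 cell division genes had a median log2 fold change of -0.31 (camera adjusted p = 0.00233), with 25 of 30 lower. None was past the fold change threshold, although 24 had an adjusted p under 0.05. Of those 24, CENPE, AURKA, CDK1 and CCNB1 were higher (0.73, 0.28, 0.24 and 0.19) and the rest were lower. The 20 YAP target genes had a median of -0.93 (adjusted p = 0.0277), with 15 lower. The 12 Wnt target genes had a median of -0.43 (adjusted p = 0.0277), with 10 lower, and the 16 fatty acid synthesis genes had a median of -0.36 (adjusted p = 0.0324), with 12 lower. The median of each of the 4 lists was below the adherent mean in 3 of 3 spheroid libraries. The YAP targets did not move together: the log2 fold changes of ANKRD1, NUAK2 and CYR61 were -2.76, -2.11 and -1.83, while those of NT5E and TGFB2 were 2.15 and 2.10. Of the Wnt targets, DKK1, LEF1 and TBX3 passed both thresholds (-2.72, -1.34 and -1.04), although TBX3 did not without spheroid replicate 2. The other Wnt targets named here were chosen after their values were seen. NOTUM was higher (0.47), and AXIN2, SP5 and CCND1 did not differ detectably (adjusted p = 0.988, 0.0875 and 0.289 from limma). AXIN2 and SP5 are nevertheless counted among the 10 lower. Of the fatty acid synthesis genes, GPAM and MLXIPL passed (-1.32 and -1.30). All 4 lists passed with fry, and none of the 15 passed when the inter-gene correlation was estimated for each list (the Wnt targets were the only list with an unadjusted p under 0.05 there, 0.0431). Of the 10 splits of the 6 libraries into 3 and 3, the real split was the only 1 with as many lists past the threshold, and 10 splits cannot give a share under 0.1. The other splits mix both cultures and keep part of their difference, so they do not show what chance alone would give.

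Log2 fold changes ran with GC content (Spearman's rho -0.20 across genes, which are not independent replicates). After a spline in GC content and gene length was removed from each library, the cell division list kept a median of -0.37 with an adjusted p of 6.8e-06, which argues against this trend as its whole cause. The medians of the YAP, Wnt and fatty acid lists moved little, to -0.83, -0.39 and -0.33, but their adjusted p values rose to 0.0686, 0.0875 and 0.0686. For these 3 lists the loss of the call goes with the trend and the size of the median against it, so the trend and a change of the genes themselves cannot be told apart. The total reads of the cultures overlapped, and the FPKM values were already scaled between libraries. Relative to all genes, the medians after rescaling to TPM were -0.31 for cell division, -0.94 for YAP targets, -0.42 for Wnt targets and -0.35 for fatty acid synthesis. Cell division passed there (adjusted p = 0.00154), and over the 17 alternative fits with the preset correlation its adjusted p ran from 2.89e-05 to 0.00703, against 0.516 with the estimated correlation. The other 3 lists did not pass with TPM (0.125, 0.0514 and 0.0514), and these were the highest values over the same 17 fits, whose lowest were 0.000705, 0.000705 and 0.00238. The YAP list passed in 16 of the 17 fits, and the Wnt and fatty acid lists in 15. Serum-free medium and loss of attachment both remain open, and they cannot be told apart, since 0 groups changed only the medium or only the attachment.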

How the results depend on the processing

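AGXT kept its direction and its call under all 17 alternatives fixed beforehand, with log2 fold changes from 2.57 to 3.00 and adjusted p values from 2.31e-33 to 3.58e-05, and all 15 upregulated genes of Figure 1C were called under each of them. Leaving out 1 library gave from 1072 to 1129 differentially expressed genes, from 600 to 625 upregulated and from 447 to 511 downregulated genes, 11 downregulated genes of Figure 1C and 4 other lists each time.

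The numbers of genes moved with the treatment of low values. There were 489 differentially expressed genes (291 up, 198 down) with a pseudocount of 1, all of them among the 1093, and 573 (331 up, 242 down) with a limit of 2 FPKM, which tested 10156 genes. Without a limit, 33251 genes were tested and 919 were upregulated, of which 585 were among the 610. Rescaling to TPM gave 830 downregulated genes, including all 483. Protein-coding genes alone gave 320. With voom weights on all genes with more than 1 read, chosen after seeing the data, there were 2608 (1501 up, 1107 down). With the limit of 2 FPKM, 5 downregulated genes of Figure 1C were called, since fewer were tested.

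With the estimated inter-gene correlation the complement (median 0.50), retinol (0.18), drug metabolism (0.31) and xenobiotics (0.26) lists no longer passed. PPAR signaling passed without a limit (0.083), with voom weights on all genes with more than 1 read (0.16), with fry and with Fisher's exact test (0.12). With TPM the medians of retinol metabolism (-0.016), PPAR signaling (-0.084), cholesterol synthesis (-0.056), hypoxia (-0.086) and serine, glycine and glyoxylate metabolism (-0.113) changed sign, as did TNFAIP3 (-0.20), CXCL1 (-0.05) and TNFAIP2 (-0.05). This scaling moves the median of all genes to -0.21, and the unchanged pseudocount of 0.1 weighs less on its larger values. The number of other lists past the threshold was 7 without a limit, 2 with TPM, 8 with voom weights on all genes with more than 1 read, 11 with fry and 0 with the estimated correlation. The aryl hydrocarbon receptor targets list reversed without a limit (0.074), with a limit of 2 FPKM (0.49), with voom on all genes with more than 1 read (0.49) and without spheroid replicate 1 (leave-one-out values from -0.167 to 0.002). The Notch pathway list reversed without a limit (0.26) and with that voom fit (0.34), where the liver stem cell markers list also did (0.016). The amino acid starvation response list reversed in both (0.018) and without adherent replicate 2 (leave-one-out values from -0.024 to 0.007), and TNFAIP3 in the lowest leave-one-out fit (from -0.02 to 0.05). Apart from the numbers of genes tested, the cause was not tested. Of 1475 comparisons on named genes, 21 were weaker, on 14 genes. Of 270 on the other lists, 8 were stronger, in cholesterol synthesis, hepatocyte function and acute phase response, and 5 were weaker, in the fatty acid synthesis, Wnt and YAP lists.

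The replicate numbers did not pair the samples, since the deviations of same-numbered libraries correlated at 0.048, -0.014 and -0.047. With a replicate block there were 1106 differentially expressed genes, AGXT had an adjusted p of 3.58e-05 and 2 other lists passed, cell division and YAP targets, while the fatty acid synthesis and Wnt targets lists did not.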

Differences from the paper's values

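The paper gives 1860 differentially expressed genes, against 1093 here. Of the alternatives set before the data were examined, no limit on low values (1587) and TPM (1287) brought the number within 1.5 times the paper's, and the others did not. For upregulated genes the paper's number is 1104, against 610 here, and only the fit without a limit (919) came that close. For downregulated genes the paper's number is 756, against 483 here. A pseudocount of 0.01 (533), no limit (668), TPM (830), voom weights on back-calculated reads (539) and leaving out spheroid replicate 3 (511) came that close, and the other alternatives did not. Voom weights on the 30180 genes with more than 1 read, chosen after seeing the values, gave 2608, 1501 and 1107, also within 1.5 times the paper's numbers. The 3 groups of genes in the legend of Fig. 1B add up to the same 30180.

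Fig. 1D shows qRT-PCR of genes in the upregulated panel, relative to adherent cells, and was read by eye. The RNA-seq fold changes beside it are on the log2(FPKM + 0.1) scale, converted to a ratio. The paper's ratio is about 1.9 for CP, about 1.2 for LAMA4 and about 2.3 for CYP1A1 in Fig. 1D, against 13.9, 11.2 and 11.0 here. For SERPINI1, AGXT and TENT5C the paper's ratios are about 3.9, about 3.6 and about 2.7 in Fig. 1D, against 10.2, 7.49 and 7.29 here. For PLEKHB1 and SAA1 they are about 20 and about 18 in Fig. 1D, against 7.45 and 7.50 here. For TFF3 and AKR1C1 the paper's ratios are about 0.3 and about 0.4 in Fig. 1D, below 1, against 10.7 and 10.2 here. None of the alternatives set before the data were examined brought any of these 10 genes within 1.5 times the paper's ratio. LOXL2 lay within that range, at about 9.2 in Fig. 1D against 9.59 here, though not with a pseudocount of 1 (4.86). For BRINP3 (about 5.9 in Fig. 1D, against 9.52), a pseudocount of 1 gave a close value (5.70). TPM (8.81) came just within 1.5 times the paper's ratio, and the other alternatives did not. The bars of GC and SLC6A12 in Fig. 1D lie too close to the axis to be read, while both genes rose here, with log2 fold changes of 3.85 and 2.77.

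The legend of Fig. 1C describes its genes as those with the most upregulation and downregulation. By log2 fold change, 2 of the 15 upregulated and 2 of the 15 downregulated genes of the panel were among the first 15 of their direction here. Among the alternatives set before the data were examined, the most were 8 upregulated genes, with a pseudocount of 1, and 7 downregulated genes, with voom weights on back-calculated reads or with protein-coding genes only. Ranked among protein-coding genes alone, 2 upregulated and 7 downregulated genes of the panel were among the first 15, and up to 10 downregulated genes were with a pseudocount of 0.01 or with voom weights on back-calculated reads. RANBP3L (log2 fold change 4.84) and LCN2 (4.61) rose more than any gene of the panel here, and MT1G (-4.24) fell more than any tested gene of it. The MT1G value rests on 9 spheroid reads in total. With a pseudocount of 1, LCN2 (4.13) still rose more than GC (3.51), the gene of the panel with the largest rise here, while RANBP3L (2.70) did not. There CES1 of the panel (-2.80) fell more than MT1G (-2.26). TRPV3, TG, MUC12 and BCL11A of the downregulated panel were not tested here, and were called without the limit on low values and with voom weights on all genes with more than 1 read, a fit chosen after seeing the values.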

Other observations

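The 3 lists for NF-kB targets, metal-responsive genes and BMP targets were written after the genes that prompted them had been seen, and the tests of GC content were also chosen after the results. What each test would show was written down before its values were looked at.

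Of the 10 splits of the 6 libraries into 3 and 3, the real one was the only 1 with as many differentially expressed genes. The others gave 0, with between 116 and 201 genes at an unadjusted p under 0.05. For the 5 pathway lists, 2 of the 10 splits gave as many past the threshold (4), the second being adherent replicates 1 and 2 with spheroid replicate 3 against the rest. With 3 against 3 libraries the share cannot fall under 0.1. Each of the other splits put libraries of both cultures in both groups. Part of the culture difference therefore stayed in the contrast, and the rest went into the spread. The absolute log2 fold change of AGXT was 0.85 to 1.1 there, against 2.91 in the real split. These splits do not show what chance alone would give, and no conclusion is drawn from them.

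The paper follows stem cell markers in other experiments, and their RNA can be read in these libraries. PROM1, which encodes CD133, was at 30.8 ± 1.02 FPKM in the adherent cells and 17.7 ± 0.3 FPKM in the spheroid cells (SD, n = 3), a log2 fold change of -0.80 (standard error 0.039, adjusted p = 4.11e-06 from limma) that did not reach the fold change threshold. After the trend with GC content and gene length was removed, it was -0.81, which argues against that trend as the cause. No biological explanation was tested. CD44 rose from 0.780 ± 0.0450 to 2.60 ± 0.186 FPKM, a log2 fold change of 1.61. SOX2 had 2, 0 and 0 reads in the adherent libraries and 5, 3 and 1 in the spheroid libraries, and POU5F1 (OCT4) had 1, 2 and 7 against 1, 4 and 0. NANOG had 1 read over the 3 libraries of each culture, and THY1 (CD90) had 2 against 3. A difference in these 4 genes was not detectable at this depth. Over the 19 liver stem cell markers tested, the median log2 fold change was -0.13 (camera adjusted p = 0.877), with ICAM1 higher (2.23) and KRT19 lower (-1.26).

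The genes around AGXT in serine, glycine and glyoxylate metabolism had a median of 0.088 over 26 genes (camera adjusted p = 0.325), which is -0.113 after rescaling to TPM. Past both thresholds were AGXT2 (1.01), GNMT (1.16) and GLDC (-1.17). GNMT had 29 adherent and 70 spheroid reads and kept its call only without adherent replicate 3 among the 6 fits that each left out a library (adjusted p from 0.0522 to 0.0791 in the others). AGXT2 lost its call without adherent replicate 3 (0.95), spheroid replicate 1 (1.00) or spheroid replicate 3 (0.93).

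The other lists that did not pass had these medians and adjusted p values from limma's camera. Cholesterol synthesis was at 0.145 (0.113) and hypoxia at 0.114 (0.224), both below 0 after rescaling to TPM, with hepatocyte function at 0.28 (0.224) and acute phase response at 0.79 (0.179). The acute phase response list passed without an FPKM limit (0.0474), with TPM (0.0274), with voom weights on back-calculated reads (0.0229), with fry (0.000158) and with Fisher's exact test (4.76e-05), among adjusted p values up to 0.741 with the estimated correlation. The hepatocyte function list passed without an FPKM limit (0.0333), with fry (0.0059) and with Fisher's exact test (0.0219), and the cholesterol synthesis list without an FPKM limit (0.034) and with fry (0.000599). With the estimated correlation their adjusted p values were 0.741 and 0.516. These 3 lists also passed with voom weights on all genes with more than 1 read, chosen after seeing the data. Fry also passed the Notch pathway list, as lower in the spheroid cells (adjusted p = 0.00437), the direction of its median. The liver stem cell markers (0.0408), aryl hydrocarbon receptor targets (2.72e-05) and amino acid starvation (0.00133) lists passed with fry as higher. Their medians were below 0, so for these lists fry and the median differ in direction. Aryl hydrocarbon receptor targets were at -0.069 (0.551, 0.002 without spheroid replicate 1), of which CYP1A1 also belongs to the pathway lists. The Hedgehog pathway was at -0.072 (0.877, -0.113 without spheroid replicate 1), the Notch pathway at -0.20 (0.718), amino acid starvation at -0.011 (0.877, 0.007 without adherent replicate 2) and interferon response at 0.20 (0.581). In the acute phase list, LCN2, CP, LBP, SAA1 and SAA2 rose, with log2 fold changes of 4.61, 3.79, 3.12, 2.91 and 2.78, while ORM1 and ORM2, chosen after their values were seen, were lower (-1.52 and -1.69). CP and SAA1 are also genes of Figure 1C. Both pairs, SAA1 with SAA2 and ORM1 with ORM2, are near copies.

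LCN2, CXCL10, SAA1 and ICAM1 were higher in the spheroid cells, and an NF-kB response is a candidate explanation. Of 20 other NF-kB target genes, 19 were tested, with a median log2 fold change of 0.60 and 16 higher (adjusted p = 0.000299 over these 3 lists, from limma's camera). After rescaling to TPM the median was 0.41, against -0.21 for all genes. The genes did not move together: BIRC3 and NFKB2 were higher (2.87 and 1.15), while NFKBIA and NFKB1 were lower (-0.23 and -0.31) and TNFAIP3 did not differ detectably (adjusted p = 0.969 from limma). The medium and the attachment both stay open as the source.

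MT1G and MT1M were lower in the spheroid cells, and lower metal exposure in the serum-free medium is a candidate explanation. Of 9 other metal-responsive genes, 7 were tested, and all 7 were lower, 6 of them past both thresholds, with a median of -1.45 (adjusted p = 0.000299 from limma's camera) and of -1.83 after rescaling to TPM. MT2A, the most abundant of them, fell from 30.5 ± 7.01 to 6.42 ± 1.36 FPKM (SD, n = 3). MT1A did not pass without spheroid replicate 2 (-0.95) or 3 (-0.97). Reads shared between metallothionein genes could not produce a fall of the whole family. The transporter genes SLC30A1 (-0.53) and SLC30A10 (-1.25) are not near copies of them, and of these only SLC30A10 passed both thresholds. The other tested members were metallothionein genes, as were the genes that prompted the list. Metal levels were not measured.

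ID4 and SMAD7 were lower in the spheroid cells, and lower BMP signaling is a candidate explanation. Of 8 other BMP target genes, 6 were tested, and all 6 were lower, 4 of them past both thresholds, with a median of -1.20 (adjusted p = 0.000299 from limma's camera) and of -1.41 after rescaling to TPM. ID1 fell from 463 ± 12.6 to 88.9 ± 1.63 FPKM and ID3 from 71.7 ± 2.43 to 16.3 ± 0.416 FPKM (SD, n = 3), while BAMBI (-0.10) and SMAD9 (-0.39) did not differ detectably (adjusted p = 0.107 and 0.178 from limma). HAMP, below the FPKM limit, had 236 adherent and 8 spheroid reads.

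Mitochondrial genes took 3.9 ± 0.176% of the reads in the adherent libraries and 4.67 ± 0.096% in the spheroid libraries (SD, n = 3), and the 10 most abundant genes of each library 6.49 ± 0.128% and 8.15 ± 0.144%. For both, the exact two-sided permutation test gave p = 0.1, the smallest possible.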
